A study of Mus musculus with 12 samples. Its data were reported in "Hypoxia promotes osteogenesis by facilitating acetyl‐CoA‐mediated mitochondrial–nuclear communication" (2022).

How the data were processed

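CUT&RUN is an assay in which an antibody guides a nuclease to a chromatin mark in permeabilised cells, and the DNA released around the mark is sequenced. It was performed on mouse mesenchymal stem cells (MSCs), multipotent stromal cells that can form bone, fat and cartilage cells. The cells came from young animals aged 3 to 5 months and old animals aged 18 to 22 months and were grown at 2% oxygen. Per the labels, the cells of a sample were divided over the tubes for the antibodies. The antibodies were against H3K27ac, acetylation of lysine 27 of histone H3, a mark of active promoters and enhancers, and against H3K27me3, trimethylation of the same residue, a mark of Polycomb repression. The 12 libraries formed 4 groups of 3 replicates, young and old for each mark, and every group came from the sample labels. The publication supplied with the series compares oxygen levels and does not report these libraries. It was therefore used for the style of the text and for the analysis methods of the same laboratory. It also discusses most of the genes fixed in advance, namely Slc25a1, Sp7, Bmp2, Dlx3, Wnt1 and Bglap.

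For each mark, the authors deposited 1 table with a signal value for every called region and every replicate. The authors called the regions on the old and young samples of a mark together, in steps of 500 bp, and gave each region a state of old, young or both. The aligner, the caller, the duplicate treatment and the genome build of these libraries were not stated in the labels. The table names call the unit RPKM, a read number scaled by library size and by region length, but the signal deposited by the authors had not been divided by the length of the region. In each of the 12 columns, 100% of values were whole multiples of 1 step whatever the length of the region. That step was the RPKM of 1 read for a constant length of 0.5 kb, so whole reads and the total reads of every library were recovered. The planned tests had assumed RPKM. They were kept, because a constant divisor leaves the fold change of a region unaltered before a pseudocount, a constant added ahead of the log, is applied. With the pseudocount, the fold change of regions with little signal depends on the unit. A count test on the recovered reads was added. The share of mapped reads in regions was computed as the column sum times 0.5 kb, where the plan had used the length of each region. Of columns with per-sample values, 0 were left unused. Yeast spike-in DNA was not analysed here.

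Regions were placed on GRCm38 (mm10) and annotated with the GENCODE vM21 basic set. The build was inferred: 0 regions of either mark passed the end of their chromosome, and 28.8% of H3K27ac regions lay over the transcription start site (TSS) of a protein-coding gene, against 9.83% after a shift of 1 Mb. For H3K27me3 the same shares were 18.3% and 15.6%. Each region was assigned to the protein-coding gene with the nearest TSS, which is a label of position and not evidence of regulation. The start of every protein-coding transcript of a gene counted as a TSS. Promoter regions were those that overlapped a window of 1 kb on each side of a protein-coding TSS. GC content and the share of soft-masked repeats were taken from the genome sequence.

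For the test of each region, the columns of a mark were scaled by the median of ratios (RLE), a pseudocount of 0.5 was added, and log2 values were fitted with limma, with a variance trend and robust empirical Bayes moderation. No filter on low values was applied. The test was two-sided, the replicate number was not used as a block, and p-values were adjusted by the method of Benjamini and Hochberg over all regions of the table. A region was called at an adjusted p-value under 0.05. Fold changes are on the scale of log2(signal + 0.5), which understates the change of regions with few reads. This scaling assumes that the typical region does not change, so the overall level was compared separately on the signal as deposited. The median signal, the share of mapped reads in regions and the difference between promoter and other regions were compared by two-sided exact permutation tests of the difference of group means. With 3 samples against 3, such a test cannot give a p-value below 0.10. The marks were tested apart because their tables were made separately.

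An osteogenic and an adipogenic gene list were tested with camera of limma, a competitive test with a preset inter-gene correlation of 0.01, and its p-values were adjusted over the 4 tests of 2 lists and 2 marks. The osteogenic list held Runx2, Sp7, Dlx3, Dlx5, Msx2, Bmp2, Wnt1, Alpl, Ibsp, Spp1, Bglap, Bglap2 and Col1a1. The adipogenic list held Pparg, Cebpa, Cebpb, Cebpd, Fabp4, Lpl, Plin1, Adipoq, Ebf1 and Klf15. Regions of the marks were taken to overlap when they shared at least 1 bp. Named regions were chosen by a rule: in each mark and direction, up to 4 called regions with the largest change, among those in which all old samples lay outside the range of the young samples. The regions nearest the TSS of Slc25a1, Sp7, Runx2, Bmp2, Dlx3, Wnt1 and Bglap, within 10 kb, were named whatever their p-value. The groups, the tests, the lists, this rule and most alternatives were fixed before the data were examined.

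The alternatives chosen beforehand were the signal as deposited, quantile normalisation, equal column sums, pseudocounts of 0.1 and 1, regions at or above the lower quartile of mean signal, autosomal regions, empirical Bayes moderation without trend and robustness, an adjusted p-value under 0.01, the replicate number as a block, and the omission of each replicate in turn. For the other measures they were the mean in place of the median, the share without the top 1% of regions, a promoter window of 5 kb, an inter-gene correlation estimated from the data, list regions within 10 kb of the TSS, and an overlap of 50% of the shorter region. The replicate numbers come from the sample titles. Chosen after the data had been seen were the count test with edgeR (RLE factors and a robust quasi-likelihood fit) on recovered reads, removal of a GC trend within each sample, that removal together with the replicate block, omission of regions with over 50% repeats, and division of the signal by region length.

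Total reads ranged from 2750953 to 9947515 per library. Shares of reads are given with 95% Wilson binomial intervals, and the floor of a region was taken as 3 reads. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. A comparison of recovered reads between replicates gave a chi-square per degree of freedom of at least 1.12 in every pair, so no library was counted as a duplicate. The procedure was tested on simulated data with 200 regions changed by a known amount. These were drawn only from regions above a minimum mean read number, and all changed by the same factor, up or down. Every region had the same simulated spread between replicates, and both ages had equal enrichment. Over the 31617 H3K27ac regions the limma test recovered 134 of them with 3 false calls, and over the 28047 H3K27me3 regions it recovered 171 with 8 false calls. The edgeR test recovered 145 and 177 of them with 4 and 11 false calls. The recovery does not cover regions with fewer reads, and the false calls hold only for that simulated spread and enrichment.

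Calculations used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and statmod 1.5.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.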

Results

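CUT&RUN signal of H3K27ac and H3K27me3 was measured in MSCs from young and old mice, in 3 libraries per mark and age, to ask how age changes the chromatin of these cells. The H3K27ac libraries held 5440912, 3792236 and 5523800 reads in young replicates 1 to 3, and 5541429, 2750953 and 3719920 reads in old replicates 1 to 3. The H3K27me3 libraries held 9947515, 9366713 and 7268562 reads in the young replicates, and 9302321, 3622108 and 6856481 reads in the old replicates. In both marks old replicate 2 was the shallowest library. The median region of an H3K27ac library held 12 to 30 reads, and that of an H3K27me3 library held 28 to 79 reads. The signal of 3 reads, taken as the floor of a region, ranged from 1.08 to 2.18 across H3K27ac libraries and from 0.603 to 1.66 across H3K27me3 libraries. The labels gave no sequencing batch or date, so comparisons within batches could not be made.

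The authors' deposited table for H3K27ac listed 31617 regions with a median length of 4.0 kb, which covered 325 Mb of GRCm38 (mm10). In the authors' deposited table, 149 of these had the old state, 91 the young state and 31377 the state of both ages. The authors' deposited table for H3K27me3 listed 28047 regions with a median length of 10.5 kb, which covered 609 Mb. In the authors' deposited table for that mark, 3 regions had the old state, 875 the young state and 27169 the state of both ages. The 875 regions of the young state in the authors' deposited table were short, with a median length of 1.0 kb, and a median of 4.67 reads per library.

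The first question was whether the overall level of each mark inside its regions differed with age. The share of H3K27ac reads inside regions was 38.3% ± 4.06 in young and 35.7% ± 3.08 in old samples (SD, n = 3), a difference of -2.61 percentage points that lay within the spread of the replicates (exact permutation test, two-sided p = 0.40). The shares of the young libraries were 41.4% (95% Wilson interval 41.3 to 41.4), 33.7% (33.7 to 33.8) and 39.97% (39.93 to 40.01). Those of the old libraries were 33.4% (33.3 to 33.4), 34.6% (34.6 to 34.7) and 39.2% (39.2 to 39.3). For H3K27me3 the share was 65.2% ± 2.51 in young and 58.0% ± 3.73 in old samples (SD, n = 3), a difference of -7.14 percentage points. All 3 old libraries lay below all 3 young libraries, and the two-sided exact permutation test gave p = 0.10, the smallest value that 3 samples against 3 allow. The shares were 62.3% (62.3 to 62.3), 66.6% (66.6 to 66.6) and 66.6% (66.6 to 66.7) in the young libraries. They were 60.8% (60.7 to 60.8), 59.6% (59.5 to 59.6) and 53.8% (53.7 to 53.8) in the old libraries. Within each group the intervals of the replicates did not overlap, except those of H3K27me3 young replicates 2 and 3. The alternative that moved the H3K27me3 difference most was the omission of old replicate 3, which gave -5.02 percentage points. The H3K27ac difference ranged from -4.92 to -1.10 percentage points when each replicate was omitted in turn.

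**Figure D1:**
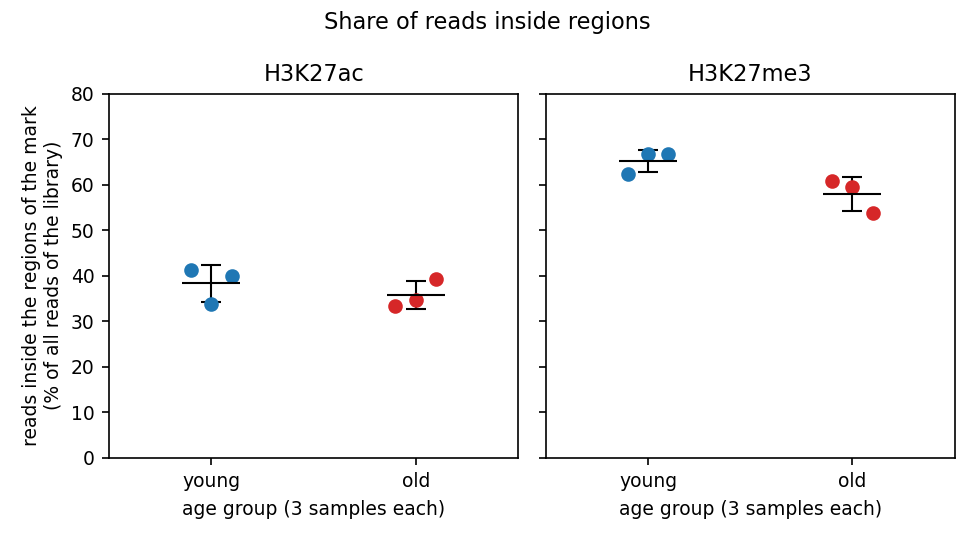
Share of the reads of each library that fell inside the regions of its mark, in percent of all reads, for young and old samples of H3K27ac (left) and H3K27me3 (right); points are libraries, and bars give the mean and SD of 3. The old H3K27me3 libraries, at 53.8% to 60.8%, lay below the young ones, at 62.3% to 66.6%, whereas the H3K27ac libraries overlapped.

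The median signal over all regions showed the same order of the groups. For H3K27ac it was 10.2 ± 1.04 in young and 9.20 ± 0.879 in old samples (SD, n = 3), and the difference of -0.962 was not separated from the spread of the replicates (exact permutation test, two-sided p = 0.20). For H3K27me3 it was 16.0 ± 0.181 in young and 15.1 ± 0.460 in old samples (SD, n = 3). This difference of -0.920 parted the groups without overlap (exact permutation test, two-sided p = 0.10). The mean in place of the median moved the H3K27me3 difference most, to -5.09.

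The next question was whether promoters and other regions differed in their response. Promoter regions numbered 9332 for H3K27ac (29.5% of regions) and 5928 for H3K27me3 (21.1%). The signal was not divided by region length, and its rank correlation with length ranged from 0.91 to 0.98 across libraries. Any difference in length between promoter and other regions thus remained in the values below. The excess at promoters therefore does not show a denser mark there. The median log2 signal of promoter regions exceeded that of other H3K27ac regions by 1.52 ± 0.08 in young and 1.53 ± 0.02 in old samples (SD, n = 3), and this difference between ages, 0.01, was within replicate error (exact permutation test, two-sided p = 0.90). For H3K27me3 the excess was 2.13 ± 0.05 in young and 2.03 ± 0.08 in old samples (SD, n = 3). The groups overlapped, and the difference of -0.10 did not pass the exact permutation test (two-sided p = 0.20). A promoter window of 5 kb gave differences of 0.01 and -0.06, and the omission of young replicate 3 reversed the H3K27ac difference to -0.04, as did, more weakly, that of old replicate 3.

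Single regions were then compared between ages within each mark. Of the 31617 H3K27ac regions, 26 passed an adjusted p-value under 0.05 in limma, of which 10 were higher and 16 lower in old samples. In all 26 regions the old and young samples did not overlap. Among all H3K27ac regions, 4589 (14.5%) showed such a separation, where chance gives 10%, and 3033 (9.59%) had an unadjusted p-value under 0.05. Of the 26 regions, 7 lay at promoters, and their median absolute log2 fold change was 1.19. In the authors' deposited table, 8 of the 26 had the young state, 5 the old state and 13 the state of both ages. All 8 of the young state were lower in old samples, and all 5 of the old state were higher. States and region borders were called on these same libraries, so regions with the state of 1 age were already selected for a difference. Their fold changes and p-values may be overstated for that reason. The signal as deposited moved the count of 26 most, to 105 regions, 16 higher and 89 lower. In limma without trend and robust moderation it was 0, with 2662 regions at an unadjusted p-value under 0.05. The excess of falls was not stable, since edgeR gave 55 higher and 41 lower regions.

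Of the 28047 H3K27me3 regions, 137 passed the same threshold, 23 higher and 114 lower in old samples. The groups did not overlap in 5364 of all H3K27me3 regions (19.1%, where chance gives 10%), and 3894 (13.9%) had an unadjusted p-value under 0.05. Promoters held 46 of the 137 regions, and the median absolute log2 fold change was 0.80. In the authors' deposited table, 46 of the 137 had the young state, 3 the old state and 88 the state of both ages. All 46 of the young state were lower and all 3 of the old state higher, so the same limit applies. On the signal as deposited the count was 774, with 21 higher and 753 lower. After scaling, 49.6% of all H3K27ac regions and 48.6% of all H3K27me3 regions were higher in old samples, against 33.0% and 29.1% on the signal as deposited.

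**Figure D2:**
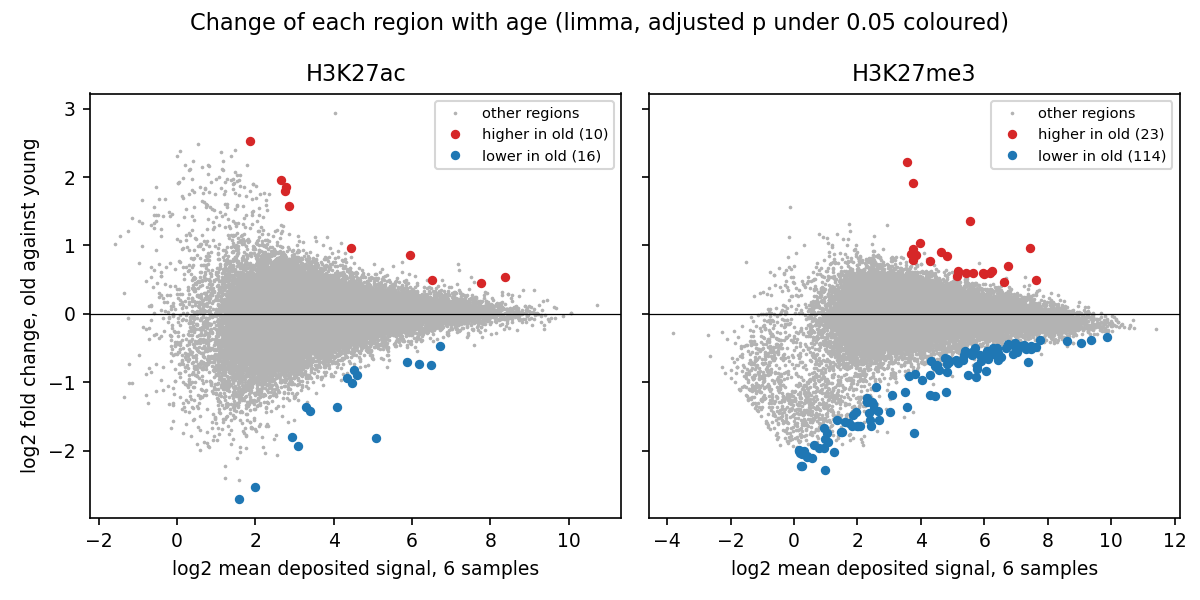
Log2 fold change of old against young samples for each region, plotted against the log2 of its mean deposited signal over 6 samples, for H3K27ac (left) and H3K27me3 (right); coloured points passed an adjusted p-value under 0.05 in limma. For H3K27ac 10 regions were higher and 16 lower in old samples, and for H3K27me3 23 were higher and 114 lower.

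The H3K27ac region with the smallest p-value lay on chromosome 6 from 52247001 to 52264000 and contained the whole of Hoxa13, its TSS, exons and UTRs. Its scaled signal was 51.3 ± 5.28 in young and 14.5 ± 3.51 in old samples (SD, n = 3). The log2 fold change was -1.81 (SE 0.18, limma adjusted p = 6.32e-08), and all 3 old samples lay below all 3 young samples. Over the TSS of Lum, on chromosome 10 from 97564001 to 97569000, the signal fell from 12.99 ± 5.59 to 3.20 ± 2.07 (SD, n = 3; log2 fold change -1.94, SE 0.36, adjusted p = 0.0197). An intergenic region of chromosome 10 from 56910501 to 56912000, with Gja1 as the nearest gene at 531 kb, fell from 6.61 ± 0.405 to 0.994 ± 0.987 (SD, n = 3; log2 fold change -2.53, SE 0.52, adjusted p = 0.0319). In an intron of Mgat4c, on chromosome 10 from 102124001 to 102126500, the young signal was 5.26 ± 0.887 (SD, n = 3). The old libraries all held 3 reads or fewer there, so the signal was at least 3.13-fold lower (adjusted p = 0.0328).

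The largest H3K27ac rise lay in an intron of Apbb2, on chromosome 5 from 66609501 to 66612000, 6.66 kb from the TSS. The old signal was 6.68 ± 1.64 (SD, n = 3), and since the young libraries all held 3 reads or fewer it was at least 5.47-fold higher (adjusted p = 0.0197). A region nearest the TSS of Akap5, at 5.39 kb, lay inside Mthfd1 over an exon, intron and UTR, on chromosome 12 from 76316501 to 76319500. It rose from 2.28 ± 0.011 to 10.7 ± 3.88 (SD, n = 3; log2 fold change 1.95, SE 0.35, adjusted p = 0.0128). In an intron of Ank, on chromosome 15 from 27502001 to 27505000, the signal rose from 2.85 ± 1.51 to 11.1 ± 3.11 (SD, n = 3; log2 fold change 1.85, SE 0.35, adjusted p = 0.0197). In Cacna1c, over an exon, UTR and intron on chromosome 6 from 119057001 to 119060000, it rose from 2.69 ± 0.994 to 11.1 ± 6.05 (SD, n = 3; log2 fold change 1.79, SE 0.37, adjusted p = 0.0319). These rises rested on means of 12.3 to 21.3 reads in the old libraries.

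The largest H3K27me3 rise lay on chromosome X from 169979001 to 169984500, over an annotated TSS of Mid1 that need not be its main one. There the signal rose from 4.29 ± 3.02 to 19.8 ± 6.32 (SD, n = 3; log2 fold change 2.22, SE 0.38, adjusted p = 0.0282). The second lay on chromosome 13 from 21740501 to 21755500 and contained Hist1h4k, Hist1h2ak and Hist1h2bn. It rose from 5.51 ± 2.16 to 22.1 ± 7.22 (SD, n = 3; log2 fold change 1.91, SE 0.26, adjusted p = 0.00287), but histone genes form a family of near-identical copies, so the position of its reads is uncertain. A region of 42.5 kb inside Sorbs2, over its exons and introns on chromosome 8 from 45782501 to 45825000, had Pdlim3 as the nearest TSS at 60.5 kb. Its signal rose from 25.9 ± 4.78 to 67.6 ± 13.5 (SD, n = 3; log2 fold change 1.36, SE 0.15, adjusted p = 0.000175). An intergenic region 52.2 kb from the TSS of Polr3k, on chromosome 2 from 181916501 to 181919500, rose from 10.2 ± 1.42 to 21.5 ± 1.82 (SD, n = 3; log2 fold change 1.04, SE 0.17, adjusted p = 0.00851). That region consisted of repeats over 64.9% of its length and was among the 5 densest regions shared by both marks.

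The largest H3K27me3 falls were in short regions with few reads. An intron of Ntm, on chromosome 9 from 29415501 to 29416500, fell from 2.58 ± 0.716 to 0.289 ± 0.501 (SD, n = 3; log2 fold change -2.11, SE 0.46, adjusted p = 0.0445). In the other falls named here every old library held 3 reads or fewer, and only lower bounds can be given. The signal was at least 3.15-fold lower in an intergenic region 109 kb from Tle4, on chromosome 19 from 14707501 to 14710000 (adjusted p = 0.0243). It was at least 1.98-fold lower 224 kb from Adgb, on chromosome 10 from 10204001 to 10205500 (adjusted p = 0.0282). It was at least 1.96-fold lower 132 kb from Rchy1, on chromosome 5 from 91829501 to 91830500 (adjusted p = 0.0282). The mean young read number of these 4 regions ranged from 10.0 to 16.0.

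**Figure D3:**
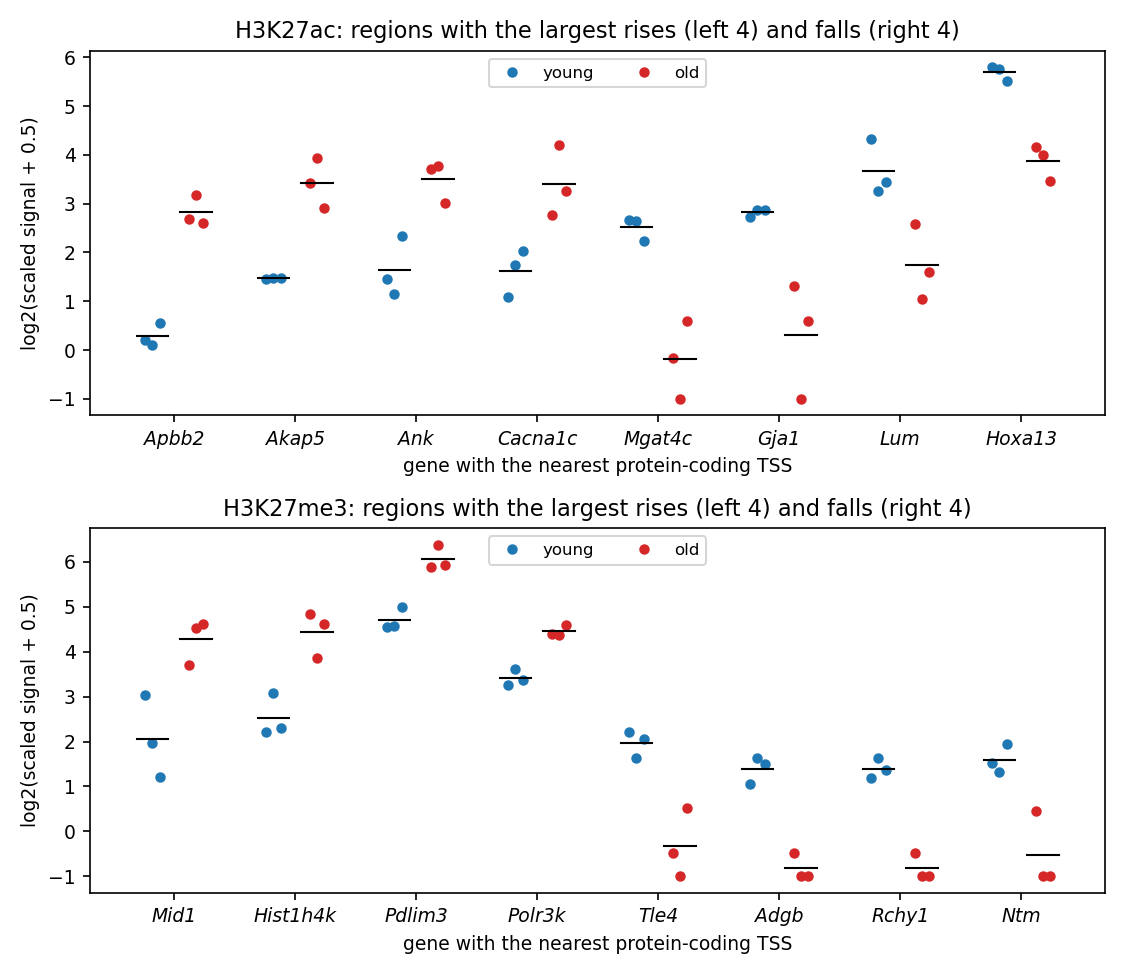
Scaled signal, as log2(signal + 0.5), of the 4 regions with the largest rises and the 4 with the largest falls in H3K27ac (top) and H3K27me3 (bottom), each named by the gene with the nearest TSS; points are libraries, 3 per age, and lines are means. In each region shown the old and young libraries did not overlap.

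A set of genes fixed in advance, linked to citrate export and to bone formation, was examined whatever the p-value. None of their regions passed the threshold. H3K27ac over the TSS of Slc25a1, on chromosome 16 from 17920501 to 17931000, was 21.8 ± 2.51 in young and 27.6 ± 0.988 in old samples (SD, n = 3). All old samples lay above all young samples, but the log2 fold change of 0.34 (SE 0.17) had an adjusted p of 0.524. H3K27ac differed by -0.03 (log2, adjusted p = 0.951) in a region of 86.5 kb over Sp7, on chromosome 15 from 102295501 to 102382000. That region also covered the TSSs of Aaas, Espl1, Myg1 and Pfdn5, so its value is not specific to Sp7. H3K27ac differed by -0.04 (adjusted p = 0.887) in a region of 159 kb over Runx2, on chromosome 17 from 44584001 to 44743000. In the region 7.86 kb from the TSS of Wnt1, on chromosome 15 from 98777501 to 98782000, which covered the TSS of Wnt10b, it differed by 0.18 (adjusted p = 0.886). Bmp2, Dlx3 and Bglap had no H3K27ac region within 10 kb of the TSS.

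H3K27me3 was lower by a log2 fold change of -0.29 (adjusted p = 0.249) in a region over Bmp2, on chromosome 2 from 133501501 to 133686000. Over Wnt1, on chromosome 15 from 98787001 to 98810500, in a region that also covered the TSS of Ddn, the change was -0.35 (adjusted p = 0.206). It was -0.06 (adjusted p = 0.887) over Dlx3, on chromosome 11 from 95107001 to 95248000, in a region that also covered the TSS of Dlx4. It was -0.05 (adjusted p = 0.896) in the region 0.782 kb from the TSS of Slc25a1, on chromosome 16 from 17929001 to 17951000. The groups overlapped in all 4 of these regions, and the last pair changed sign under some alternatives, to at most 0.11 for Dlx3 and 0.07 for Slc25a1. Sp7, Runx2 and Bglap had no H3K27me3 region within 10 kb of the TSS.

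Gene lists were used to ask whether the balance between bone and fat programmes shifted with age, with the difference between the mean log2 fold change of the list and that of all other regions as the measure. The H3K27me3 regions assigned to the osteogenic list, 29 regions of 7 genes out of 13, changed by -0.15 relative to the others, and 21 of the 29 were lower in old samples. This was past the threshold in limma's camera test (adjusted p = 0.0328 over 4 tests), although 0 of its regions were called on their own and 7 had an unadjusted p-value under 0.05. A pseudocount of 0.1 moved the difference most, to -0.20, and the adjusted p-value rose most, to 0.236, with an inter-gene correlation estimated from the data. The list no longer passed under 7 of 14 alternatives. Of the 10 splits of the 6 H3K27me3 samples into 3 and 3, 2 gave as small a p-value for this list, the real one included. The adipogenic list in H3K27me3, 18 regions of 9 genes out of 10, changed by 0.12 (adjusted p = 0.120), with 7 of 18 lower and 1 called. In H3K27ac the osteogenic list of 35 regions changed by 0.00068 (adjusted p = 0.824), and the adipogenic list of 43 regions changed by -0.09 (adjusted p = 0.120). Among these H3K27ac regions 0 were called, and 5 and 10 had an unadjusted p-value under 0.05. The H3K27ac osteogenic value changed sign under several alternatives. Restricted to regions within 10 kb of a TSS, it was -0.09, so it had no stable direction. The same restriction left 9 and 7 adipogenic regions and reversed their values, to 0.04 for H3K27ac and -0.02 for H3K27me3. Both adipogenic lists kept their direction under 13 of 14 alternatives. When replicates were omitted, they ranged from -0.127 to -0.064 for H3K27ac and from 0.080 to 0.144 for H3K27me3.

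Since both marks modify the same residue, their regions were set against each other. Of the H3K27ac regions, 4949 (15.7%, 95% Wilson interval 15.3 to 16.1) overlapped an H3K27me3 region, and 4186 H3K27me3 regions (14.9%, 14.5 to 15.3) overlapped an H3K27ac region. The overlap under random placement was not computed. These shares therefore do not show whether the marks met more or less often than by chance. The intervals treat regions as independent, which they are not. Over the 5042 overlapping pairs, the Spearman correlation of the log2 fold changes of the marks was -0.224, and 57.6% of pairs moved in opposite directions. This correlation is across regions, which are not independent replicates, and it was not tested. With an overlap of 50% of the shorter region the shares fell to 10.6% and 9.98%.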

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

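Recomputed under alternatives were 15 comparison results, 8 regions of genes fixed in advance and 16 regions named for the size of their change. There were 20 alternatives for the region counts, 14 for each gene list and 8 to 10 for the level measures. The correlation of the marks had 3 and each overlapping share had 1. The gene lists were not recomputed after quantile normalisation, with equal column sums, or with the lower-quartile, autosomal and repeat filters. Of 155 values for the comparison results, 108 kept their direction, their side of the threshold or their size, 7 were no longer past the threshold, 0 newly passed it, 11 reversed and 29 moved by more than the spread. The alternatives chosen after the data had been seen were the edgeR test, the GC correction with and without the block, the omission of repeat-rich regions, and the signal divided by region length. Except where said, the cause was not tested. With 3 samples against 3 the exact tests could not pass 0.05 under any alternative, so their p-values show no stability.

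The number of H3K27ac regions past the threshold was 26 (38.5% higher). It was 105 (15.2% higher) on the signal as deposited, 54 after quantile normalisation, 14 with a pseudocount of 0.1, 45 with a pseudocount of 1, 4 at an adjusted p-value under 0.01, 96 with edgeR, and 0 in limma without trend and robust moderation, where 2662 had an unadjusted p-value under 0.05. Of the 26 regions, 23 were shared on the signal as deposited, 26 with edgeR and after quantile normalisation, 24 with equal column sums and 0 without trend and robust moderation. The excess of falls did not hold throughout: 57.3% were higher with edgeR, and omission of a replicate gave 31.1% to 80% higher, above 50% without young replicate 2 (72%) or 3 (80%). The number of H3K27me3 regions was 137 (16.8% higher). It was 774 (2.71% higher) on the signal as deposited, 107 (28.04% higher) after quantile normalisation, 67 (32.8% higher) with equal column sums, 71 with a pseudocount of 0.1, 81 at or above the lower quartile, 35 without trend and robust moderation, 16 at an adjusted p-value under 0.01, and 394 with edgeR. Of the 137, 130 were shared on the signal as deposited, 137 with edgeR, 94 after quantile normalisation and 64 with equal column sums. Without trend and robust moderation only 10 of the 35 were shared and 0 of the 35 were higher. With edgeR 19.0% were higher, and omission of a replicate gave 12.8% to 60%, above 50% only without young replicate 3. Without further scaling the median log2 fold change of all regions shifted to -0.12 for H3K27ac and -0.13 for H3K27me3, and the falls on that scale are to be read relative to this shift. Omission of each replicate in turn gave 2 to 45 H3K27ac regions and 10 to 336 H3K27me3 regions. Depth limits what regions with few reads can show, since the median H3K27ac region held 12 reads in old replicate 2.

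With the replicate number as a block, 81 H3K27ac regions (56.8% higher, 26 of the 26 shared) and 309 H3K27me3 regions (15.9% higher, 135 of the 137 shared) passed. With the block and the GC correction together the numbers were 45 and 328, and with the GC correction alone 29 and 140. The numbers pair different animals, and the deviations of same-numbered samples from their group means had mean correlations of 0.00949 for H3K27ac and -0.00317 for H3K27me3, which gave no sign that the numbers pair the samples. In limma's camera test with the block, the 4 gene lists kept their side of the threshold.

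Gene lists were judged on camera p-values adjusted over the 4 tests within each alternative. The H3K27ac osteogenic list, at 0.00068, reversed to -0.00035 on the signal as deposited, -0.0015 with a pseudocount of 1 and -0.0915 within 10 kb of the TSS, and ranged from -0.0442 to 0.0663 when each replicate was omitted. The H3K27ac adipogenic list, at -0.09, reversed to 0.0410 within 10 kb and passed under none of its 14 alternatives. The H3K27me3 osteogenic list kept its direction under all 14 alternatives but no longer passed under 7 of them. These were the signal as deposited (-0.143), an inter-gene correlation estimated from the data (unchanged at -0.147), regions within 10 kb (-0.135), and the omission of young replicate 1, young replicate 3, old replicate 1 or old replicate 2. It ranged from -0.201 to -0.101 when replicates were omitted, and its limma adjusted p-value ranged from 0.00608 to 0.236 over the alternatives. The H3K27me3 adipogenic list passed under none and reversed to -0.0217 within 10 kb. The H3K27ac excess at promoters, a difference of 0.01, ranged from -0.0367 to 0.0426 when replicates were omitted. An overlap of 50% of the shorter region lowered the overlapping shares to 10.6% of H3K27ac and 9.98% of H3K27me3 regions, and the GC correction moved the correlation of the marks from -0.224 to -0.193.

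Among the 8 regions of fixed genes, 12 of 160 values reversed, and none of these regions passed the threshold. The omission of replicates gave -0.118 to 0.0570 for H3K27ac at Sp7, -0.0167 to 0.414 at Wnt1, -0.128 to 0.0664 for H3K27me3 at Slc25a1 and -0.183 to 0.114 at Dlx3. For H3K27me3 it gave -0.396 to -0.119 at Bmp2 and -0.483 to -0.179 at Wnt1, without a reversal. The GC correction, with and without the block, gave 0.0082 at Slc25a1 and 0.0237 at Dlx3, and quantile normalisation gave 0.0573 at Dlx3. The 16 regions named for their size kept their direction in all 311 values, and 84 values were no longer past the threshold: 14 in limma without trend and robust moderation, 12 at an adjusted p-value under 0.01, 8 with a pseudocount of 0.1, 4 after quantile normalisation, 2 with equal column sums and the rest when a replicate was omitted. Being chosen for size, they are a favourable set. For Hoxa13 the limma adjusted p-value was 0.292 without trend and robust moderation, and across all alternatives it ranged from 2.70e-16 to 0.292. The lower-quartile filter left 9 of the 16 regions, and the autosomal and repeat filters left 15 each, so there was no value for the others.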

Other observations

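The tests of the gene lists over other splits, of the regions called in both ages, of the GC correction of the correlation, of the segments around the Hox genes and of the limb genes were written down before their values were seen. The other tests here were chosen only after the result was seen.

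The counts of regions were compared with other splits of the same 6 samples of a mark. There are 10 splits into 3 and 3, of which 4 part all same-numbered pairs, as the real one does, and 6 part only 1 pair. Of those 4 splits, 1 gave as many H3K27ac regions with an adjusted p-value under 0.05 as the real split, and 1 gave as many H3K27me3 regions, in each case the real split itself. Each of the other 9 splits gave 0 regions in either mark, with 881 to 2000 H3K27ac regions and 485 to 1375 H3K27me3 regions at an unadjusted p-value under 0.05. For the gene lists in H3K27me3, 1 of the 4 splits gave as small a p-value for the osteogenic and 1 for the adipogenic list, but 2 of all 10 splits did so for each, the real one included. In H3K27ac the numbers were 4 of 4 and 9 of 10 for the osteogenic list, and 2 of 4 and 3 of 10 for the adipogenic list. The number of splits fixes in advance that the share cannot fall under 0.05, so this comparison alone cannot exclude a chance division of the samples for any of these results.

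The lower share of H3K27me3 reads inside regions in old samples was set against technical explanations. Depth differed between the ages, since in 8 of the 9 pairs of an old and a young library the old one was the shallower. Within an age the share did not follow depth, as the deeper library had the higher share in 2 of 6 pairs, which with so few libraries is weak evidence against depth. Regions called only in young samples did not account for the difference. Over the regions that the authors' deposited table gives to both ages, the difference was -7.07 percentage points, with old libraries at 53.7% to 60.7% and young libraries at 62.2% to 66.5%. A candidate explanation that remains is a larger background of reads that do not depend on the antibody. The densest regions shared by both marks, 5 regions with at least 100 reads per kb in each, were taken as a measure of such reads, a set and a threshold chosen after the fold changes had been seen. Their share of H3K27me3 reads was 123 ± 8.74 RPM (reads scaled to library size) in young and 156 ± 14.7 RPM in old libraries (SD, n = 3), a difference of 33.7 RPM without overlap (exact permutation test, two-sided p = 0.10). The ratio of old to young was 1.27, close to the ratio of 1.21 for all reads outside H3K27me3 regions. With the H3K27ac antibody the shares were 186 ± 53.2 and 232 ± 23.7 RPM and overlapped (SD, n = 3, exact permutation test, two-sided p = 0.30). There the ratio was 1.24, although reads outside H3K27ac regions rose by a ratio of 1.04 only, so these regions are an imperfect measure of background. The lower share may therefore reflect weaker enrichment in the old libraries and cannot be told apart from it, and a loss of the mark is not shown.

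The same 5 regions bear on a rise named in the report. In H3K27me3 all 5 were higher in old samples after scaling and 4 of 5 on the signal as deposited, and 3 of 5 passed the threshold, among them the region near Polr3k. With the H3K27ac antibody 100% of them were also higher, under both scalings, although 0 passed and 1 had an unadjusted p-value under 0.05. The sizes did not match between the antibodies. After scaling, the log2 fold changes in H3K27me3 and H3K27ac were 1.04 and 0.39 near Polr3k and 0.69 and 0.26 near Gm10801. They were 0.63 and 0.75 near Ly6c2, 0.29 and 0.37 near Chl1, and 0.12 and 0.64 near Esp38. These rises could come from reads that do not depend on the antibody, but such reads were not shown to account for their unequal sizes. No biological explanation of them was supported by a separate test.

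Changes of the marks in overlapping regions tended to be opposite. Opposite GC trends of the marks accounted for a part of this at most, as the Spearman correlation went from -0.224 to -0.193 after a GC trend had been removed from each sample. At H3K27me3 regions past the threshold, 33 of 48 overlapping pairs moved in opposite directions, which is 68.8%, against 57.6% of all pairs. Given the negative correlation, pairs chosen for a large H3K27me3 change would show a higher opposite share whatever the cause. This comparison therefore cannot favour an exchange of the marks, which remains possible. Regions are not independent, and a difference in enrichment between the libraries of the marks was not tested. Of the overlapping pairs, 1 was past the threshold in both marks, a pair picked out after its values were seen. It lay at Cstf2t on chromosome 19, within Prkg1, where H3K27ac from 31073501 to 31085000 changed by -1.01 (log2, limma adjusted p = 0.0319) and H3K27me3 from 31068501 to 31079500 by 0.95 (adjusted p = 0.0282).

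H3K27ac was lower in old samples at a pair of regions over posterior Hox genes, Hoxa13 and a region on chromosome 2 from 74685501 to 74699500 over the TSSs of Hoxd10 and Hoxd9. The latter was singled out after its values were seen. Its signal fell from 23.7 ± 3.93 to 8.83 ± 0.927 (SD, n = 3; log2 fold change -1.36, SE 0.22, limma adjusted p = 0.00237), with 3 of 3 old samples below all young samples. Removal of the GC trend hardly altered these regions, from -1.81 to -1.85 at Hoxa13 and from -1.36 to -1.41 at Hoxd10, and 2 of 2 stayed past the threshold. The general GC trend was therefore not the source of the fall, but a GC effect particular to these regions was not tested. The surrounding segments as a whole showed no such fall, as the median log2 fold change of the other 57 H3K27ac regions within 1 Mb was -0.017. The region next to Hoxd10, nearest Hoxd8 and from 74704001 to 74706000, changed by -0.69 (limma unadjusted p = 0.103). The region next to Hoxa13, nearest Hoxa9 and from 52207501 to 52247000, changed by -0.017. It directly adjoins the Hoxa13 region, and their border was called on these same libraries, so it is not a separate control. Regions are named here by the nearest TSS only and may cover other Hox genes as well. The other 13 H3K27ac regions nearest a Hox gene had a median of 0.046 and ranged from -0.69 to 0.59. Of the 13 regions 0 passed the threshold, and 3 had an unadjusted p-value under 0.05. These changed by -0.54 near Hoxc13, by 0.59 near Hoxc4 and by 0.28 near Hoxc8. The rise near Hoxc8 was close to the threshold (limma adjusted p = 0.0533). On the signal as deposited their median was -0.07, where that of all H3K27ac regions was -0.12.

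Posterior Hox genes record the position along the body and limb from which a stromal cell comes, so a different mix of skeletal sites in the old and young samples is a possible explanation. Of 13 H3K27ac regions nearest the limb genes Tbx4, Tbx5 and Pitx1, 2 had an unadjusted p-value under 0.05 and 0 passed the threshold, with log2 fold changes from -1.32 to 0.68. This test does not settle the question. An exchange for H3K27me3 could not be judged either, because the H3K27me3 region over the Hoxd genes spans 244.5 kb and changed by -0.15 (limma adjusted p = 0.432), and no H3K27me3 region lies over Hoxa13. The fall at Hoxa13 and Hoxd10 is thus a hypothesis of an effect of age that cannot be told apart from a difference in the site of origin of the cells.

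Another region singled out after its values were seen had the smallest p-value of H3K27me3. It lay over the TSS of Meis2, on chromosome 2 from 116056501 to 116068500, and changed by -1.74 (log2, limma adjusted p = 0.000175), with 3 of 3 old samples below all young samples. Its log2 fold change was -1.67 after removal of the GC trend and -1.86 on the signal as deposited, so neither accounted for the fall. No other explanation was tested for it.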
